A study of Homo sapiens with 9 samples.

How the data were processed

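The study profiled 5-hydroxymethylcytosine (5hmC), an oxidised form of 5-methylcytosine made by the TET enzymes, by DNA immunoprecipitation sequencing, in which genomic DNA carrying the modified base is pulled down with an antibody and sequenced. The cells were hepatocyte-like cells, which are liver-like cells differentiated from human embryonic stem cells over 17 days. Samples were placed in groups by their titles: 3 titled Control, 3 titled LPO, 1 IgG immunoprecipitate (a pull-down with a nonspecific antibody), 1 input of each condition. The treated cells received 10 mM lactate, 1 mM pyruvate and 2 mM octanoate, whose initials match the title LPO. The IgG and input libraries were not analysed here.

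The values came from a single table of the authors' own comparison of the treated with the untreated libraries, 1 line per region. The labels do not say how reads were aligned, how regions were called, which libraries a region had to be called in, whether input reads were subtracted or how libraries were scaled. The authors used edgeR for the comparison, per the name of the table, and its column headings are those of a DiffBind report, per the file headers. For each region the authors deposited the log2 mean normalized read count of the untreated libraries, of the treated libraries and of all 6 together, each rounded to 2 decimals, and the log2 fold. They also deposited the p-value and the Benjamini-Hochberg adjusted p-value (FDR) of each region, per the file headers. The columns name the groups untreated and treated, which were taken to be Control and LPO. The deposited fold equalled the untreated mean minus the treated mean within 0.01 in each region, so a positive deposited fold is a lower value after treatment. The sign was turned here, and all changes below are LPO minus Control. A region higher in LPO is called a gain and one lower in LPO a loss.

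The largest FDR in the table was 0.05, so regions that did not pass that limit were not analysed here. The table used here holds group means only, with no value for a single library. No SD, no leave-one-out fit, no paired fit and no refitted test was therefore possible, and the design's fallback was used: the authors' FDR was counted as deposited. Tests made here were across regions of that one comparison. Regions share the same 6 libraries and are not replicates, so a p-value of such a test describes the regions of this table and not the reproducibility of the treatment.

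No label names the genome build. Each region lay within its GRCh37 chromosome, the last region of chromosome 1 ended at base 249204284 of the 249250621 of GRCh37, and 0 bases of the regions were unsequenced in GRCh37, in which 7.66% of the chromosomes is unsequenced. Chromosome 1 ends before that base in GRCh38. Coordinates are therefore given as GRCh37, counted from 1, and genes were taken from the GENCODE version 44 annotation mapped to GRCh37, which holds 64486 genes, 20176 of them protein-coding. A region was assigned to a promoter if it came within 1000 bp of an annotated transcription start, otherwise to an exon if it overlapped one, otherwise to an intron if it overlapped a transcript, and otherwise to intergenic sequence.

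The total depth of the libraries is unknown, but part of the depth was recovered from the values. Low group means repeated at a few levels, as sums of whole reads do. A search in steps of 0.01 over what 1 read was worth in each of the 3 libraries of a group, with at least 1 read in each library, placed 95.5% of the 1993 lowest Control values and 99.4% of the 696 lowest LPO values on such sums. The median over the other values tried was 57.7% and 59.6%. The search admitted only read values whose mean equals the lowest group mean, so that mean was taken as 1 read in each library. Groups with known read values were simulated with the same minimum of 1 read. The search recovered these values with a largest error of 0 over 3 groups of 13189 regions. The simulation did not test that minimum. Approximate reads per library were computed as the linear group mean divided by the mean read value of the group.

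Shares and medians were compared between gains and losses by two-sided permutation tests with 100000 resamples, with direction permuted within chromosomes for annotation classes and for neighbouring regions. Benjamini-Hochberg adjustment covered the 4 annotation classes. Direction over chromosomes was tested with a chi-square statistic against 100000 permutations, and a list of 45 genes of lipid and energy metabolism, all 45 of them found in the annotation, with Fisher's exact test, two-sided. The gene list, the tests and most alternatives were fixed before the data were examined. The alternatives were an FDR under 0.01, a change of at least 1 on the log2 scale, merging of regions within 1000 bp, autosomes only, leaving out the lowest quartile of signal, other promoter, neighbour and upstream distances, assignment by the region midpoint, permutation within quartiles of signal and trimmed widths. Added after the data were seen were a floor of 3 reads per library and an annotation of protein-coding genes only. Named regions are the 5 gains and the 5 losses with the smallest FDR, ties broken by the larger change, and the regions of the preset genes. The permutation tests were tested on simulated data of 13189 regions. With no planted difference they gave p under 0.05 in 0% to 5.5% of data sets, and with a planted one in 86.5% to 100% of data sets. The planted annotation difference was larger than the promoter difference observed. The planted neighbour agreement ran over all adjacent regions, which are more pairs than those within 100 kb. How often the tests find smaller differences, or agreement in fewer pairs, was not simulated. Wilson 95% intervals on shares of regions cover counting error only and treat regions as independent.

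Regions were aligned to GRCh37 with minimap2 2.31 to find near-identical copies, taken as another place covering at least 80% of the region at 90% identity or more. Sequences were read with pysam 0.24.0, and the tests were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0.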

Results

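Genomic 5hmC was compared between hepatocyte-like cells left untreated (Control, 3 libraries) and cells treated with lactate, pyruvate and octanoate to make them store lipid (LPO, 3 libraries), in order to find where the mark changes in a cultured model of fatty liver. The data were the group means, fold and edgeR statistics of each region that passed an FDR of 0.05 in the authors' comparison. With group means only, the spread between replicates enters through the authors' p-values, and no SD can be given for a single region.

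The authors' deposited table held 13189 regions, 12695 of them on autosomes. The ratio of each FDR to its p-value, times its rank, gave the number of regions tested as 184549 (5th to 95th percentile over regions, 184034 to 185076), so that 7.15% of the tested regions were in the table. The regions were narrow, with a median width of 470 bp and an interquartile range from 283 to 731 bp. The narrowest was 140 bp and the widest 20146 bp.

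The depth behind the regions was low. One read was worth 1.13, 1.18 and 1.35 normalized counts in the 3 Control libraries and 0.73, 0.82 and 0.93 in the 3 LPO libraries, in an order the values do not give. The effective depth of the LPO libraries was thus 1.48 times that of the Control libraries on average, and the shallowest LPO library was 1.22 times as deep as the deepest Control library. A differing region had a median of about 20.7 reads per library in its higher group and about 5.14 in its lower group. In 3768 regions (28.6%) the lower group averaged 3 reads per library or fewer. This held for 37.5% of the gains and 17.6% of the losses. Since 1 read is worth more in Control, this limit is a higher normalized count there and takes in more gains. The lowest mean was 0.29 on the log2 scale in Control, reached in 808 regions, and -0.27 in LPO, reached in 314 regions. The search took both floors as 1 read in each library, so this was set and not found. The ratio of 1.48 follows from the floors. The first 3 steps above the floor, free of that setting, sum to 3.62 in Control and 2.46 in LPO. Taken 3 times, the floor is 3.67 and 2.49, close to what 1 read in each library would give. On that reading changes against these floors are lower bounds.

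Of the 13189 regions in the authors' deposited table, 7261 (55.1%) were higher in LPO and 5928 (44.9%) were lower. The median change of the gains was 1.94 on the log2 scale and that of the losses was -1.80. With both groups raised to at least 3 reads per library these medians were 1.74 and -1.78. That limit lies higher in Control, where 1 read is worth more, so it shortens gains more than losses. A change of at least 1 on the log2 scale was found in 97.4% of the regions. The other 347 regions had a high signal, with a median log2 mean count of 5.58, and the smallest absolute change in the table was 0.33. At an FDR under 0.01, which moved the count most, 6606 regions were left, of which 3702 were gains and 2904 losses. The share of gains moved most when the lowest quartile of signal was left out, to 52.0% of 9875 regions.

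**Figure D1:**
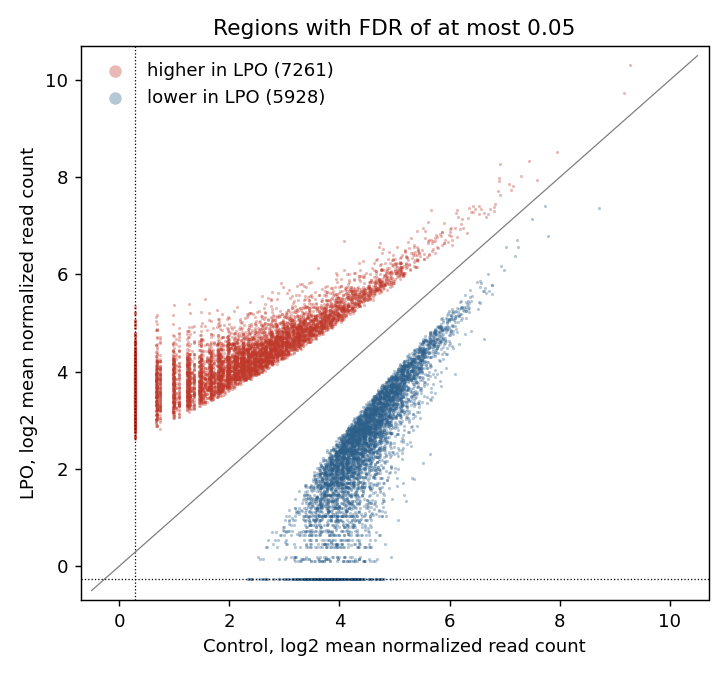
Log2 mean normalized read count in LPO (vertical axis) against Control (horizontal axis), 1 point per region, for the 7261 regions higher and the 5928 regions lower in LPO. Dotted lines mark the lowest mean of each group (0.29 in Control, -0.27 in LPO), the solid line marks equal means, and the vertical and horizontal stripes near the dotted lines are steps of single reads.

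The 5 gains with the smallest FDR all had Control at its floor. The first lay in an intron of CCDC171 (ENSG00000164989.17_7) on chromosome 9, from 16057543 to 16058613, with a log2 mean of 0.29 in Control and 5.36 in LPO and an FDR of 1.18e-12 in the authors' deposited table. Against a Control level of 3 reads per library it was at least 11.2-fold higher in LPO. Here and below, "at least" covers the raised lower group only. The higher group enters as its mean, whose spread between libraries is unknown. The second lay in an intron of COL21A1 (ENSG00000124749.18_15) on chromosome 6, from 56240740 to 56241550, and was at least 9.18-fold higher (FDR 7.67e-12 in the authors' deposited table). The third overlapped a UTR exon of RAP1B (ENSG00000127314.18_13) on chromosome 12, from 69014730 to 69015993, at least 8.80-fold higher (FDR 2.76e-11 in the authors' deposited table). The fourth lay on chromosome 12 from 11751204 to 11751904, outside annotated genes and 50704 bp from ETV6 (ENSG00000139083.11_8), and was at least 8.93-fold higher (FDR 2.91e-11 in the authors' deposited table). The fifth lay in an intron of SLCO2A1 (ENSG00000174640.15_9) on chromosome 3, from 133739996 to 133740746, at least 9.84-fold higher (FDR 3.29e-11 in the authors' deposited table). That region has a near-identical copy elsewhere in GRCh37, so its reads are of uncertain origin.

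The 5 losses with the smallest FDR all had LPO at its floor. An intronic region of KIAA1549L (ENSG00000110427.17_15) on chromosome 11, from 33501048 to 33501727, had a log2 mean of 4.94 in Control and -0.27 in LPO, with the smallest FDR of the authors' deposited table, 5.33e-13. It was at least 12.4-fold lower in LPO against an LPO level of 3 reads per library. That level is a lower normalized count than in Control, so these folds and those of the gains are not on equal terms. An intronic region of LONP2 (ENSG00000102910.14_7) on chromosome 16, from 48294543 to 48294950, was at least 13.1-fold lower (FDR 1.18e-12 in the authors' deposited table). A region of 194 bp in an intron of the lncRNA gene ENSG00000277757.4_13 on chromosome 10, from 45594433 to 45594626, was at least 11.3-fold lower (FDR 3.91e-12 in the authors' deposited table). A region of 260 bp on chromosome 13, from 57069145 to 57069404, lay 645648 bp from the nearest protein-coding gene and was at least 11.2-fold lower (FDR 3.91e-12 in the authors' deposited table). The last lay in an intron of the lncRNA gene ENSG00000287907.1_5 on chromosome 18, from 66085795 to 66086309, and was at least 10.6-fold lower (FDR 1.19e-11 in the authors' deposited table).

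Gains and losses were then compared for where they fell in the genome. Introns held 6822 of the regions (51.7%), intergenic sequence 4072 (30.9%), promoters 1608 (12.2%) and exons 687 (5.21%). Protein-coding gene bodies were overlapped by 6993 regions (53.0%). Promoters made up 12.9% of the gains and 11.3% of the losses, a difference of 1.59 percentage points (permutation p 0.0121, Benjamini-Hochberg adjusted p 0.0242). Intergenic sequence made up 29.8% of the gains and 32.2% of the losses, a difference of -2.35 percentage points (permutation p 0.00802, adjusted p 0.0242). Exons differed by 0.73 percentage points (permutation p 0.0823, adjusted p 0.110) and introns by 0.04 (permutation p 0.985, adjusted p 0.985). At an FDR under 0.01 neither promoters (1.30 percentage points, permutation test, adjusted p 0.206) nor intergenic sequence (-2.95, adjusted p 0.0709) passed 0.05. With protein-coding genes only, an alternative chosen after the data were seen, exons also passed (0.89 percentage points, permutation test, adjusted p 0.0308).

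Over the autosomes the share of gains ran from 50.6% of 164 regions on chromosome 21 (Wilson 95% interval 43.0% to 58.2%) to 60.5% of 382 regions on chromosome 19 (55.5% to 65.2%). Direction did not differ detectably between chromosomes (permutation p 0.351), nor between autosomes alone (permutation p 0.514).

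Adjacent regions were compared to see how far a change extended along the chromosome. Of 5595 adjacent pairs within 100 kb, 2889 (51.6%) changed in the same direction, against a mean of 50.5% when direction was permuted within chromosomes (permutation p 0.102). Within 10 kb the same direction was found in 425 of 799 pairs (53.2%, permuted mean 50.6%, permutation p 0.145). For the 74 pairs within 1 kb it was found in 39 (52.7%, permutation p 0.728). Each of these shares lay within the central 95% of its permuted values.

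**Figure D2:**
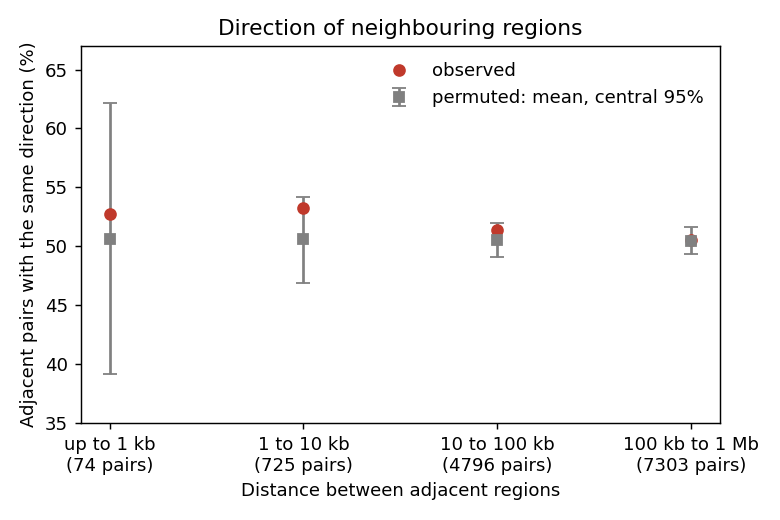
Percentage of adjacent region pairs with the same direction of change (vertical axis) by the distance between the regions (horizontal axis). Red points are observed, and grey squares with bars are the mean and central 95% of 100000 permutations within chromosomes; the observed 52.7%, 53.2%, 51.4% and 50.5% all lie within the bars.

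Direction went with signal level. The median log2 mean count, over both groups, was 3.61 for the gains and 3.77 for the losses, a difference of -0.16 (two-sided permutation p 1e-05, the smallest that 100000 permutations can give). In the decile of regions with the lowest signal, 930 of 1345 were gains (69.1%, Wilson 95% interval 66.6% to 71.6%). The share fell to 46.7% in the ninth decile (44.1% to 49.5%) and was 56.4% in the decile with the highest signal (53.7% to 59.1%). The median absolute change fell from 2.72 on the log2 scale in the lowest decile to 1.13 in the highest. Widths did not differ detectably, with medians of 464 bp for the gains and 476 bp for the losses (two-sided permutation p 0.132).

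**Figure D3:**
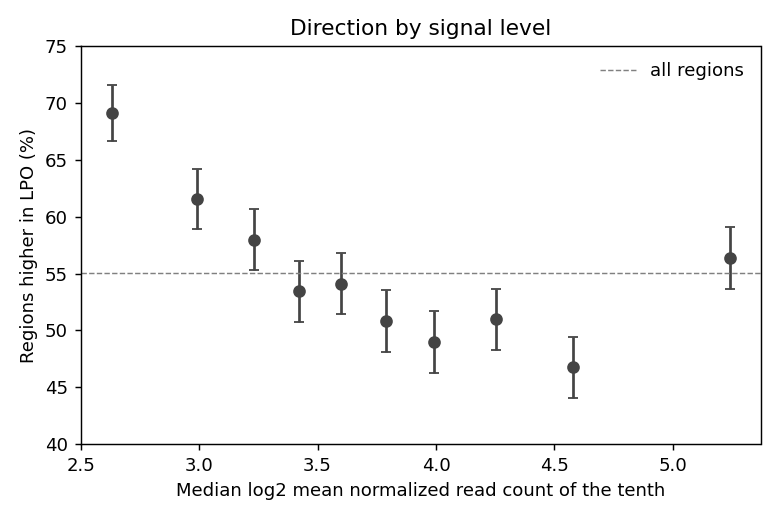
Percentage of regions higher in LPO (vertical axis, which does not start at 0) in each decile of regions by signal, placed at the decile's median log2 mean normalized read count (horizontal axis). Bars are Wilson 95% intervals and the dashed line is the 55.1% of all regions; the lowest decile stands at 69.1% and the ninth at 46.7%.

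Because the treatment supplies substrates of lipid and energy metabolism, a list of 45 genes of these pathways was examined. Of these, 11 held a region in the gene body or within 1000 bp upstream, 15 regions in all. Of the 15, 9 were gains (60%), against 55.0% of the 13174 other regions (odds ratio 1.22, Fisher's exact test, two-sided p 0.799). Regions of these genes above the FDR limit were not analysed here, so a count adjusted over the list alone could not be made. The lowest FDR on the list was at the promoter of GPAM on chromosome 10, from 113943666 to 113943919, where the log2 mean was 4.14 in Control and at the floor of -0.27 in LPO (FDR 3.57e-08 in the authors' deposited table). It was at least 7.11-fold lower in LPO.

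Both regions of LDHB on chromosome 12 were lower in LPO. The region from 21803285 to 21804310, in an intron, changed by -2.37 on the log2 scale and the intronic region from 21822062 to 21822443 by -2.08 (FDR 2.39e-06 and 0.00794 in the authors' deposited table). Both regions of PLIN5 on chromosome 19 were higher. The exonic region from 4529878 to 4530063 changed by 2.59 and the region upstream of the gene from 4535586 to 4535801, at an annotated promoter, by 2.15 (FDR 9.58e-05 and 0.0111 in the authors' deposited table). One of the LDHB regions and the exonic PLIN5 region also lie in an overlapping annotated gene, to which they may equally be assigned. The upstream PLIN5 region overlaps the annotated gene ENSG00000267385 and not PLIN5 itself. It was counted for PLIN5 only because it came within 1000 bp upstream. ACACA, on chromosome 17, held changes in both directions. Its regions from 35602430 to 35603123 (intron) and from 35630654 to 35631447 (exon) changed by 1.32 and 1.55, and that from 35646357 to 35646606 (exon) by -3.13 (FDR 0.00884, 0.00678 and 0.000141 in the authors' deposited table).

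The other 7 list genes held 1 region each. In the authors' deposited table the regions of CD36 (intron, chromosome 7, from 80160651 to 80161048, log2 change 2.05), PPARD (exon, chromosome 6, from 35393991 to 35394259, 2.44), PPARGC1A (intron, chromosome 4, from 23879824 to 23879991, 1.27), SCD (intron, chromosome 10, from 102118868 to 102119298, 1.22) and SREBF2 (intron, chromosome 22, from 42261467 to 42262189, 2.59) were higher in LPO. Those of CPT1A (intron, chromosome 11, from 68545683 to 68546133, -1.75) and PPARG (promoter of an annotated transcript, chromosome 3, from 12446579 to 12447883, -1.15) were lower. The PPARG region also overlapped coding and UTR exons of PPARG, and was classed as promoter because that class was assigned first. The FDR of these 7 regions ran from 0.000683 for PPARD to 0.0462 for PPARGC1A in the authors' deposited table. Control averaged 3 reads per library or fewer at SREBF2, PPARD, CD36 and the upstream PLIN5 region (log2 means 1.29, 1.65, 1.83 and 1.45). So did LPO at the ACACA loss (1.04). The size of these changes is poorly fixed. With both groups raised to 3 reads per library, SREBF2 was 4.02-fold and the upstream PLIN5 region 3.31-fold higher in LPO.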

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

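Among the alternatives below, the floor of 3 reads per library and the annotation of protein-coding genes only were chosen after seeing the data. No paired analysis was possible because the table holds group means only, with no value per library. For the same reason a fit with a replicate block, fits without each replicate in turn, DESeq2 with its size factors and a changed low-count filter were not run, and other splits of the 6 libraries were not counted. How far 1 library decides a region is therefore unknown. An FDR of 0.1 and centring on all tested regions were not run because the table ends at an FDR of 0.05, and all regions of the table are the same set as the one reported. The zero of the changes thus rests on the authors' scaling of the libraries, which no label states.

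Across 44 alternative values of the 11 results other than single regions, 35 kept their direction and their side of the threshold or, for values with no test, stayed within a factor of 1.5 (the count of regions) or within the Wilson 95% interval of the reported value (the share of gains). The count of regions fell to 6606 at an FDR under 0.01 and lay between 9875 and 13115 under the other settings. The share of gains was 56.04% at an FDR under 0.01 and 52.01% without the lowest quartile of signal. It lay between 55.0% and 55.2% when regions were merged, limited to autosomes, or required to change by at least 1 on the log2 scale, with or without a floor of 3 reads per library. Gains outnumbered losses in each of these settings.

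The higher share of promoters among gains kept its direction under 5 alternatives, with permutation adjusted p from 0.00266 to 0.206, and did not pass 0.05 at an FDR under 0.01 (1.30 percentage points). The lower share of intergenic sequence also kept its direction (permutation adjusted p from 0.00084 to 0.0709) and did not pass at an FDR under 0.01 (-2.95 percentage points), a setting that used 6606 regions in place of 13189. The exon difference passed 0.05 only with protein-coding genes (0.89 percentage points, permutation adjusted p from 0.0308 to 0.339 over its alternatives). Of the results that had not passed 0.05, 3 changed sign without passing it. These were introns with promoters drawn to 3000 bp (-0.52 percentage points), the width difference at an FDR under 0.01 (3 bp), and the odds ratio of the gene list at an FDR under 0.01 (0.784, on 10 regions). The cause of these changes was not tested. The 5 gains and 5 losses with the smallest FDR of their direction lay above the lowest quartile of signal, and that they passed an FDR of 0.01 follows from how they were chosen.

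Depth limits what the table can show. With a median of about 5.14 reads per library in the lower group, the size of a change is poorly fixed, and the 1122 regions at a floor give lower bounds only.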

Other observations

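Of the tests below, those on low signal, the largest changes, signal level as the source of the GC pattern, changes over whole domains and near-identical copies were chosen after the result was seen. The others were written before their outcome was computed, though on patterns already noticed in this table.

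Low signal went with gains. In the lowest quartile of signal 64.1% of the regions were gains, against 52.0% in the other quartiles. A candidate explanation is the greater effective depth of the LPO libraries, 1.48 times that of Control, since more reads let a weak region pass when its signal lies in LPO. It predicts that weak gains pass with a smaller change than weak losses. Among 165 regions of the lowest quartile with an FDR from 0.04 to 0.05 and both group means at or above 1.29 on the log2 scale, the median absolute change was 1.78 for 114 gains and 1.77 for 51 losses, a difference of 0.01 (two-sided permutation p 0.773). With a linear trend on signal taken out the difference was -0.01 (permutation p 0.471). An earlier form of the test set the limit at 2 reads per library, which lies at 1.29 in Control and 0.73 in LPO. It gave a difference of -0.07 (permutation p 0.019), but that limit leaves losses more room than gains, so it is not taken as evidence. The test on equal terms showed no smaller change for gains and decides nothing about depth. Depth, more regions called in the deeper libraries, and a true rise of 5hmC at weak sites after treatment all stay open, and depth goes with treatment in this design.

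The largest changes leaned the other way. Of 332 regions that changed by at least 4 on the log2 scale, 229 were losses and 103 gains (31.0% gains). This may come from the floor, which lies lower in the deeper LPO libraries (-0.27 against 0.29) and so leaves room for larger losses. With LPO means raised to the Control floor, 182 regions still changed by at least 4. The 103 gains are untouched by that floor and made up 56.6% of them, close to the share in all regions. A ranking of this table by fold may therefore favour losses. No biological explanation of this pattern was tested.

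Adjacent regions shared their direction about as often as permuted ones. One hypothesis, that treatment shifts 5hmC over whole domains such as gene bodies, would let neighbours change together. Adjacent pairs within 10 kb shared their direction 2.60 percentage points more often than permuted ones (permutation p 0.145), so a shared change was not detectable, and it is not excluded. A second hypothesis, chance variation at regions with few reads, would let agreement rise with signal. The excess over the permuted mean was 1.53 percentage points for 380 pairs in the highest quartile of signal and 3.03 for 335 pairs in the lowest, a difference of -1.50 (permutation p 0.685, permuted SD 3.72). With a spread this wide the test does not decide how far few reads blur the agreement of neighbours, and this second hypothesis stays open.

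At single loci, the most one-sided of 1323 windows of 1 Mb with at least 5 regions lay on chromosome X, between 2066837 and 2704898, chosen after its values were seen. It held 10 gains and 0 losses (z 3.05). In 10000 permutations of direction within chromosomes the most one-sided window was as extreme with p 0.368, so it is within what a search over that many windows gives, and a change of the whole locus was neither shown nor excluded.

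GC content also separated gains from losses. With regions split by GC content into 5 classes of equal size, 58.7% were gains in the middle 3 classes, against 49.6% in the lowest and highest class, a difference of 9.10 percentage points (permutation p 1e-05, the smallest that 100000 permutations can give). The share was 48.2% in the decile with the lowest GC content, 60.8% in the sixth decile and 46.8% in the highest. Signal level as the whole source is argued against, since the difference within quartiles of signal was 9.58 percentage points (permutation p 1e-05). Promoters and exons are argued against as well, since among 10894 regions outside them it was 9.16 percentage points (permutation p 1e-05). A fall at both ends of the GC range is what a wider GC spread of fragments in the Control libraries could produce, and a shift of 5hmC by sequence class could as well. Without values of single libraries, inputs or unchanged regions, this was not tested.

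GC content and signal level are argued against as the whole source of the uneven split of promoters. Compared within deciles of GC content and quartiles of signal, promoter regions held 4.51 percentage points more gains than other regions (permutation p 0.00105), against 3.66 without that matching, and intergenic regions held -3.20 percentage points (permutation p 0.00058). A change at promoters after treatment may be the source and was not tested, and so may technical differences between the libraries that need values per library. The difference in promoter share did not pass 0.05 at an FDR under 0.01.

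Of the 10 autosomal regions with the highest mean, 8 were higher in LPO. This is within chance for the 55.1% of all regions (exact binomial p 0.202, two-sided), and in the strongest decile as a whole the share was 56.4%. The strongest was the widest region of the table, 20146 bp on chromosome 11 from 2067599 to 2087744, outside annotated genes (chosen after its values were seen), with a log2 mean of 9.28 in Control and 10.31 in LPO in the authors' deposited table. Reads from near-identical copies could raise such regions, but 0 of the 8 gains had a copy. None was found for any of the 10 regions, losses included, so the count does not separate gains from losses. It argues only against copies over most of a region that the alignment could find as a single match. Shorter copies, copies missing from GRCh37 and a change after treatment were not tested. In the strongest decile 19 regions had a copy, and they held 1.53 percentage points more gains than the rest (permutation p 1). Over all regions, 296 (2.24%) had a copy, 149 of them in the lowest quartile of signal.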
